A study of Drosophila melanogaster with 8 samples.

How the data were processed

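Gene expression was measured by RNA sequencing in 8 libraries labelled as Drosophila intestinal stem cells. There were 2 per group in 4 groups: control mtDNA, mutant mtDNA, and each with FOXO knockdown. Per the labels' protocols, tissue was fixed with formaldehyde, homogenised by sonication and incubated with anti-FLAG beads, RNA bound to the poly(A)-binding protein was eluted and purified, and libraries followed the usual Illumina procedure. The authors deposited a single table of counts, whole numbers of reads per gene that were not normalized, with a FlyBase identifier and a name for each gene. The aligner, the counter, the genome build, the annotation, the use of strand and the read filters are not stated in the labels or the header, so no coordinates are given here. Of the 17473 identifiers, 17331 matched the annotation used here, which served for gene biotypes, exon lengths and overlaps only. Reads of overlapping or repeated genes were counted for more than 1 gene: Hsp22 and CG4456 had totals of 46408 and 46409, and 140 of the 6756 genes with more than 1000 counts had the same counts in all libraries as another gene. Groups and replicate numbers were taken from the labels, and columns were matched to samples by the short names in the titles.

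Counts were analysed as deposited with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr on the 4 groups, which left 11561, library sizes were scaled by TMM, and quasi-likelihood F-tests (glmQLFit and glmQLFTest) were run in a fit of all 8 libraries with 1 mean per group, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The 5 comparisons were mutant against control mtDNA without and with FOXO knockdown, the difference between these 2 (the interaction), and FOXO knockdown against none in each mtDNA background. All tests were two-sided. CPM were computed on TMM-scaled library sizes. The groups share 1 estimate of the spread because each has 2 replicates. Gene lists, 14 in number, were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 3. The tests, the gene lists and the rule for naming genes were fixed before the data were examined. By that rule the genes named for a comparison are, among those past the threshold with an average log2 CPM of at least 4 and, for comparisons of 2 groups, no overlap of CPM between the groups, the 3 with the largest rise and the 3 with the largest fall; with none, the 2 with the smallest p; and foxo, Thor, InR, esg and Dl. Up to 3 members of each list past its threshold could also be named. Of these mt:CoI is reported, and Act87E and wupA are given where their direction depended on the processing.

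After the data were seen, a library class term was added as an alternative, with the libraries divided at an rRNA share of 50%. The genes named from that fit follow the same rule, except that the CPM of mutant and control mtDNA were compared within each class and those of FOXO knockdown and no knockdown within the high-rRNA libraries. Alternatives fixed in advance were DESeq2 size factors in edgeR, total counts, library sizes without mitochondrially encoded genes and the 20 highest genes, no filter, a filter of at least 5 CPM in at least 2 libraries, DESeq2 1.42.0, the other quasi-likelihood method of edgeR, a replicate block, only the 4 libraries compared, stricter thresholds and leaving out each library. Added alternatives combined the class term with several of these, removed rRNA genes or kept the 6 high-rRNA libraries. Tables and figures were made in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.

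The fits were tested on simulated data with known changes, drawn from the means, sizes and spread of the real libraries. With the library classes simulated, the planned fit recovered 0 of 200 changed genes for mutant against control mtDNA among 11069 genes tested, DESeq2 recovered 145, and the fit with the class term recovered 199. Its 242 calls also held 27 of 30 further genes that were given a shift as a list, and 16 false calls. Without simulated classes, at the same spread, the planned fit recovered 195 of 200 among 10567 genes tested. The simulation takes the model with the class term as given, so it cannot show that this model holds for the real libraries.

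Total counts were 21133996 to 39327066 per library, and counts outside rRNA genes 4103725 to 32186975. A gene with 0 counts may have had up to 3, which is 0.0763 to 0.142 CPM on total counts. The CPM printed in the results are on TMM-scaled sizes, with factors of 0.629 to 3.194. On that scale the floors are lower in control replicate 1 and mutant replicate 1 and higher in the other libraries. Intervals and floors cover counting error only, since reads amplified by PCR are not independent molecules.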

Results

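Messenger RNA labelled as from intestinal stem cells of Drosophila melanogaster was sequenced in 8 libraries that fall into 4 groups of 2 replicates. Intestinal stem cells are the dividing cells of the fly midgut that replace its absorptive enterocytes and its hormone-secreting enteroendocrine cells. The groups carried control mtDNA, mutant mtDNA, control mtDNA with FOXO knockdown, and mutant mtDNA with FOXO knockdown. FOXO is a transcription factor of the insulin pathway, and the series asks how expression changes when oxidative phosphorylation is disrupted and what FOXO contributes. According to the labels' protocol, fixed tissue was homogenised and RNA bound to the poly(A)-binding protein was recovered on anti-FLAG beads, which is a way to take mRNA from the cells that carry the tagged protein. The count table held 17473 genes, and total counts ranged from 21133996 to 39327066 per library. Jon65Aiv, an enterocyte marker of the gene lists, had 1693 to 3373 CPM. Sox100B, a progenitor marker of the lists, had 6.32 to 19.11 CPM. The libraries thus appear to hold RNA of other gut cells as well.

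The libraries differed in the share of counts on rRNA genes. That share was 18.2% in control replicate 1 and 30.8% in mutant replicate 1, and it lay between 79.4% and 83.8% in the other 6 libraries. The 95% Wilson intervals extended at most 0.0172 percentage points to either side. Counts outside rRNA genes were 32186975 in control replicate 1 and 19184494 in mutant replicate 1, against 4103725 to 7561200 in the others. Control replicate 1 and mutant replicate 1 are called the low-rRNA libraries below, and the other 6 the high-rRNA libraries. Both replicates of both groups with FOXO knockdown were high-rRNA libraries. The split was not limited to rRNA. Over 11538 genes outside rRNA, Pearson's r of log CPM across genes was 0.974 between the low-rRNA libraries and 0.901 to 0.968 among the high-rRNA libraries, but 0.842 to 0.914 between the classes. Genes are not independent replicates, so these values only describe the libraries. Control replicates 1 and 2 had r of 0.891. In a fit with a term for the class, 3499 of 11561 genes differed between the classes at an edgeR adjusted p under 0.05, of which 1766 were higher and 1733 lower in the low-rRNA libraries. Replicates of every group differed by more than sampling noise. The smallest difference was between the mutant FOXO knockdown replicates, with a median squared deviation per gene of 1.54, where sampling noise alone gives 0.455.

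**Figure D1:**
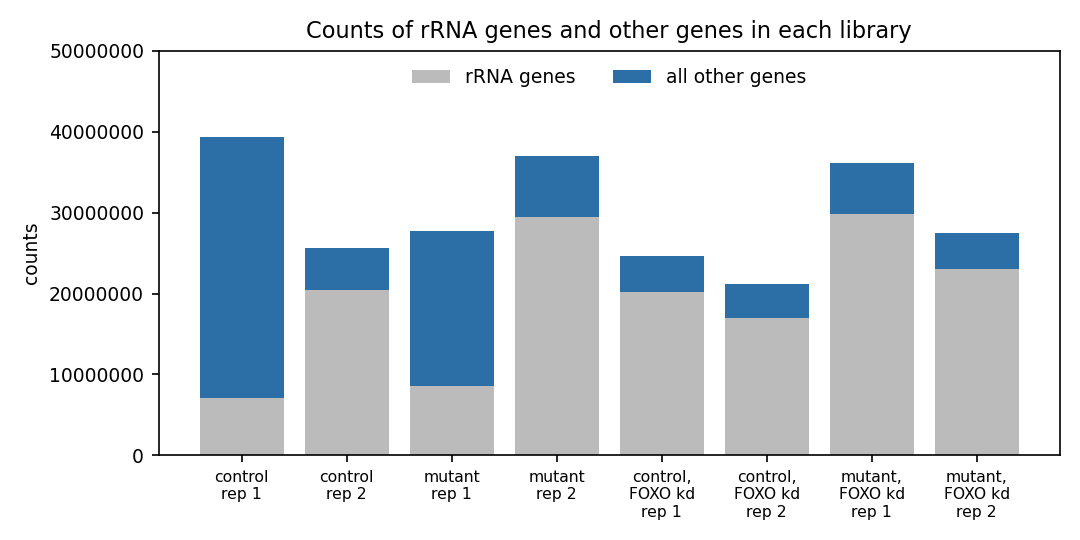
Counts (y axis) in each of the 8 libraries (x axis), with counts of rRNA genes in grey and of all other genes in blue. Control replicate 1 and mutant replicate 1 had rRNA shares of 18.2% and 30.8%, and the other 6 libraries had shares of 79.4% to 83.8%.

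Each comparison is therefore given from the fit planned before the data were examined, with 1 mean per group, and from a fit that adds the library class as a term, which was chosen after the split had been seen. The class term is estimated from the control and the mutant replicates, since only those groups hold both classes. Mutant against control mtDNA without knockdown is balanced over the classes, and under knockdown all 4 libraries are in 1 class. The 2 comparisons of FOXO knockdown with no knockdown are partly confounded with the class: the planned fit sets high-rRNA libraries against a mixture of both classes, and the fit with the class term relies on a class effect that is the same in both mtDNA groups.

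The foxo transcript (FBgn0038197) was measured in every library to check the knockdown labels. It had 43.3 and 61.9 CPM in the control replicates, 49.8 and 66.6 CPM in the mutant replicates, 52.1 and 48.1 CPM in the replicates labelled control mtDNA with FOXO knockdown, and 52.1 and 53.1 CPM in those labelled mutant mtDNA with FOXO knockdown. In the planned edgeR fit the log2 fold change with knockdown was -0.07 (SE 0.28, adjusted p 0.947) with control mtDNA and -0.15 (SE 0.28, adjusted p 0.909) with mutant mtDNA. Values with the class term were -0.28 (SE 0.13, edgeR adjusted p 0.517) and -0.37 (SE 0.13, edgeR adjusted p 0.274). The sign with control mtDNA rested on control replicate 2, without which the planned value was 0.21. The sign with mutant mtDNA rested on mutant replicate 2, without which it was 0.04. Over all genes foxo was not past the threshold in either fit. Adjusted over the list of 5 genes named in advance alone, the fall with mutant mtDNA was past it in the fit with the class term (edgeR p adjusted over the list 0.0392), and that with control mtDNA was not (0.26). Among the high-rRNA libraries all 4 labelled knockdown, at 48.1 to 53.1 CPM, lay below both without it, at 61.9 and 66.6 CPM, which 6.67% of random orders give. A fall of foxo RNA thus depended on the class term and was small, and the groups are called labelled FOXO knockdown in what follows. RNA of other cell types in the libraries could hide a fall limited to stem cells, which was not tested.

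Mutant against control mtDNA answers which genes change when mtDNA is mutant. In the planned edgeR fit, 0 of 11561 genes had an adjusted p under 0.05, and 233 had an unadjusted p under 0.05 where chance gives 578. DESeq2 with the same groups called 18 genes, 10 higher and 8 lower. With the library class term edgeR called 241 genes, 167 higher and 74 lower in mutant mtDNA. The common biological coefficient of variation was 0.472 in the planned fit and 0.250 with the class term. Of all alternatives, leaving out the expression filter in the fit with the class term moved this count most, to 546. The genes with the smallest p in the planned fit were Dtg (FBgn0038071) and CG10178 (FBgn0032684), neither past the threshold. Dtg fell from 15.5 ± 0.417 CPM (SD, n = 2) to 3.62 ± 0.286 CPM (SD, n = 2), a log2 fold change of -2.09 (SE 0.26, edgeR adjusted p 0.634 in the planned fit and 0.000579 with the class term). CG10178 changed by -1.85 (SE 0.32, edgeR adjusted p 1 in the planned fit and 0.00144 with the class term). Among genes past the threshold with the class term, the 3 largest rises were in the U3 snoRNA gene snoRNA:U3:54Aa (FBgn0065048), by 2.08, Fst (FBgn0037724), by 1.77, and tobi (FBgn0261575), by 1.74. Their SEs were 0.25, 0.12 and 0.12, and their edgeR adjusted p-values 0.00146, 4.84e-05 and 4.97e-05. Fst had 25.7 and 47.4 CPM in the control replicates and 80.1 and 178.3 CPM in the mutant replicates. The 3 largest falls were in LysD (FBgn0004427), by -3.29, Tsp42Ee (FBgn0029506), by -1.46, and CG15199 (FBgn0030270), by -1.39, with edgeR adjusted p-values of 0.00868, 0.00176 and 0.00508. The U3 snoRNA and LysD belong to families of similar genes, CG15199 overlaps CR44054 on the other strand and tobi overlaps rha on the other strand. How the authors assigned reads of such genes is not stated, so their values are uncertain.

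**Figure D2:**
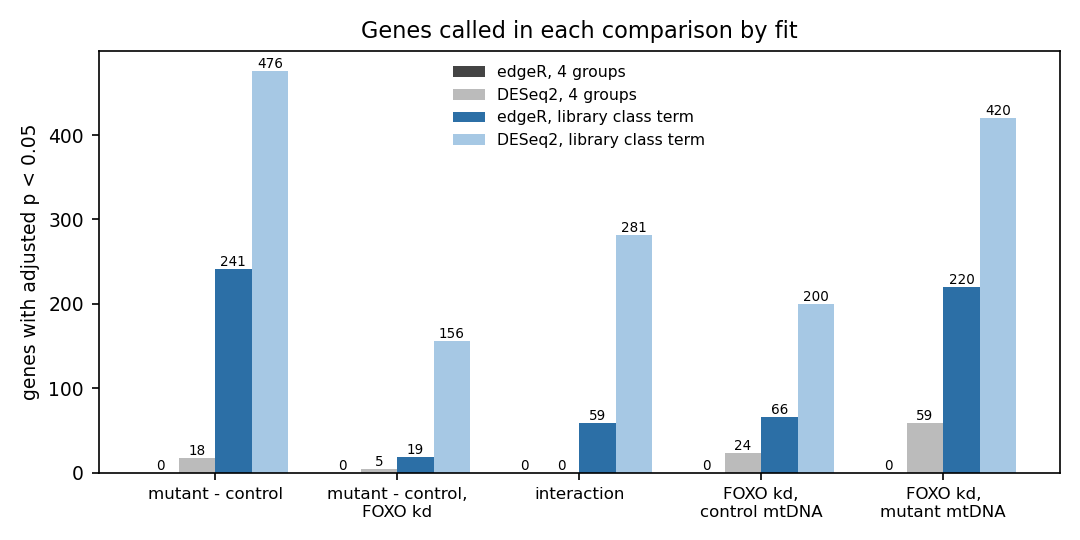
Number of genes with an adjusted p under 0.05 (y axis) in the 5 comparisons (x axis; kd, knockdown as labelled) in 4 fits. The edgeR fit with 4 group means called 0 genes in all 5, and the edgeR fit with the library class term called 241, 19, 59, 66 and 220.

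The same comparison was made between the groups labelled FOXO knockdown. The planned edgeR fit called 0 of 11561 genes, with 264 at an unadjusted p under 0.05. The fit with the class term called 19 genes, 13 higher and 6 lower in mutant mtDNA. Here all 4 libraries compared are high-rRNA libraries, and a fit of the 4 alone called 75 genes, 39 higher and 36 lower. A fit of the 6 high-rRNA libraries, added after the data were seen, called 158, 66 higher and 92 lower. The smallest p in the planned fit belonged to CG11893 (FBgn0039316) and stnB (FBgn0016975). CG11893 had 21.3 and 14.4 CPM with control mtDNA and 0.287 and 0.637 CPM with mutant mtDNA, a log2 fold change of -5.34 with the class term (SE 0.48, edgeR adjusted p 0.00184, and 0.951 in the planned fit). stnB rose from 2.72 and 4.15 CPM to 23.4 and 26.1 CPM, by 2.85 (SE 0.29, edgeR adjusted p 0.00212 with the class term and 0.951 in the planned fit), and it overlaps stnA on the same strand. Past the threshold with the class term at moderate or high expression, the largest rises were in Cyp4p1 (FBgn0015037), by 1.49, CG31091 (FBgn0051091), by 1.19, and CG12057 (FBgn0030098), by 1.06. The largest falls were in CG17571 (FBgn0259998), by -1.14, mt:ND4 (FBgn0262952), by -0.90, and RpL11 (FBgn0013325), by -0.82. The edgeR adjusted p-values of these 6 genes lay between 0.00297 and 0.037.

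The interaction tests whether the change with mutant mtDNA differs between the groups with and without labelled FOXO knockdown. The planned edgeR fit called 0 genes, with 215 at an unadjusted p under 0.05. The fit with the class term called 59 genes, of which 15 had a higher and 44 a lower log2 change under labelled knockdown. Scaling by total counts in place of TMM brought this to 0. The 2 smallest p in the planned fit were those of Dtg, with an interaction value of 1.88 on the log2 scale, and CG10178, with 2.30, and edgeR adjusted p-values with the class term were 0.0169 and 0.0116. The other named genes with positive values with the class term were Mmp2 (FBgn0033438), with 1.69, CG16986 (FBgn0035356), with 1.16, and CG6967 (FBgn0034187), with 1.14. All 3 overlap a gene on the other strand. Negative values were largest for tobi, with -1.72 (SE 0.17, edgeR adjusted p 0.00377), Fst, with -1.53 (SE 0.16, edgeR adjusted p 0.00402), and the rRNA pseudogene 28SrRNA-Psi:CR45860 (FBgn0267520), with -1.48. The pseudogene shares its sequence with other rRNA copies, and had 17.7 and 54.7 CPM in the low-rRNA libraries against 10710 CPM or more in the others. Both tobi and Fst differed little between the mtDNA groups labelled knockdown: tobi had 168 ± 2.69 CPM (SD, n = 2) with control and 171 ± 2.61 CPM (SD, n = 2) with mutant mtDNA, and Fst 124 ± 4.53 CPM (SD, n = 2) and 147 ± 1.12 CPM (SD, n = 2).

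Adding the class term, 8 genes were called in both mtDNA comparisons, all 8 with the same sign. Shared genes did not all have the same sign in some other fits with the class term: 34 of 52 did with DESeq2, 44 of 55 with no filter and 12 of 13 with rRNA genes removed. All did with RLE (8 of 8), the replicate block (11 of 11) and total counts (1 of 1). For the 8 genes above, Fisher's exact test over the 11561 genes gave p of 1.97e-09, as a description across genes. The 2 comparisons share no library but share the spread and the class term of 1 fit. Of the 241 genes called without knockdown, 157 had the same sign under labelled knockdown, and the slope through the origin of their log2 change under knockdown on that without it was 0.15. Over the 19 genes called under labelled knockdown, 15 had the same sign without it and the reverse slope was 0.26. Choosing genes on either side shrinks the other, and both slopes were below 1. The planned fit gave 0 shared genes and no slope.

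**Figure D3:**
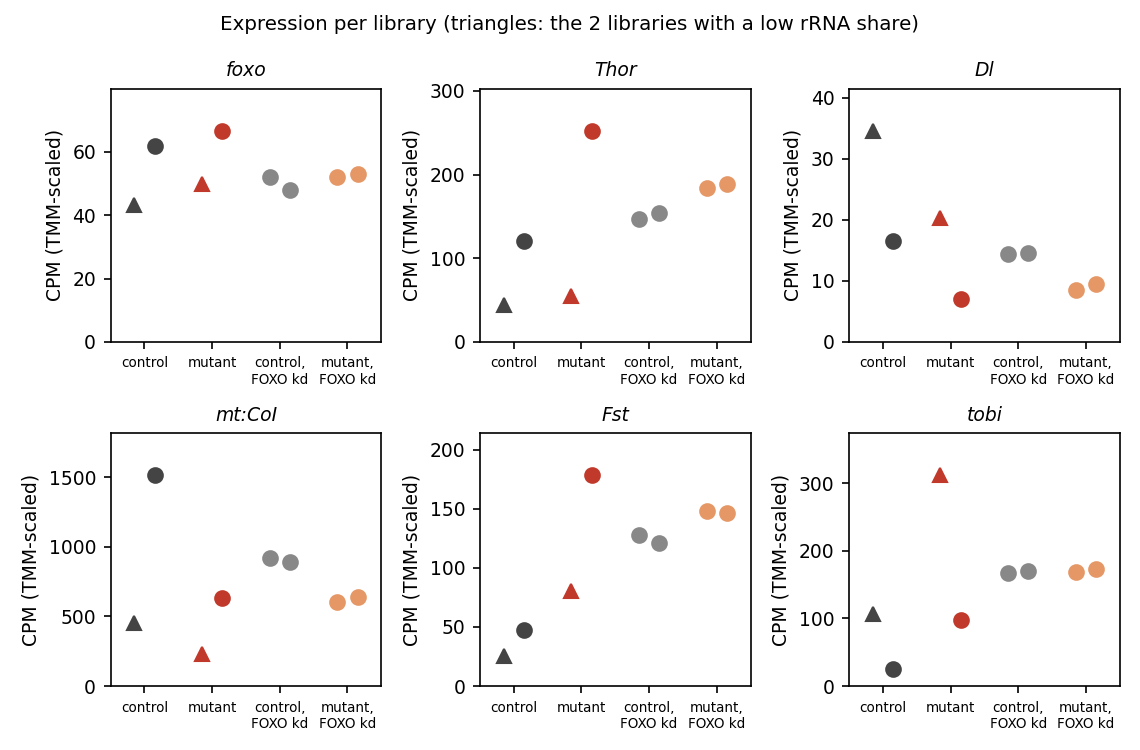
CPM on TMM-scaled library sizes (y axis) of 6 genes in the 2 replicates of each group (x axis; kd, knockdown as labelled), with the low-rRNA libraries as triangles. The foxo values of the 4 libraries labelled knockdown, 48.1 to 53.1 CPM, lie within the range of the other libraries, and mt:CoI is lower in each mutant replicate than in the control replicate of the same number.

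The effect of the labelled knockdown itself was compared in each mtDNA background. The planned edgeR fit called 0 genes with control mtDNA, with 622 at an unadjusted p under 0.05, and 0 with mutant mtDNA, with 643. The fit with the class term called 66 genes with control mtDNA, 46 higher and 20 lower, and 220 with mutant mtDNA, 88 higher and 132 lower. Syt4 (FBgn0028400) had the smallest p in the planned fit in both comparisons. It had 0.178 to 0.538 CPM in the 4 libraries without knockdown, from 5 to 30 counts, and 6.95 to 14.4 CPM in the 4 libraries labelled knockdown. Its log2 fold change was 5.13 (SE 0.53, edgeR adjusted p 0.152 in the planned fit and 0.000506 with the class term) with control and 4.83 (SE 0.52, edgeR adjusted p 0.209 and 0.000905) with mutant mtDNA. The second smallest p belonged to CG33109 (FBgn0053109) with control mtDNA, which changed by -2.63, and to CG10178 with mutant mtDNA, which changed by 2.53, with edgeR adjusted p-values in the planned fit of 0.782 and 0.209. In the control mtDNA background with the class term, the largest rises were in tobi, by 2.63, CG15534 (FBgn0039769), by 2.43, and Jon66Ci (FBgn0035886), by 2.37, and the largest falls in Hsp23 (FBgn0001224), by -2.83, Hsp68 (FBgn0001230), by -2.41, and PGRP-SC1a (FBgn0043576), by -1.94. With mutant mtDNA the largest rises were in CG15199, by 3.21, the overlapping CR44054 (FBgn0264863), by 3.16, and CG15534, by 2.25, and the largest falls in Hsp70Bbb (FBgn0051354), by -3.08, Hsp26 (FBgn0001225), by -2.94, and Hsp68, by -2.66. The edgeR adjusted p-values of these 12 values were at most 0.0379. Hsp70Bbb shares most of its sequence with other Hsp70 copies. CG15199 and CR44054 lie on opposite strands but had close CPM in every library, such as 6.87 and 7.19 in mutant replicate 2. Their rises may thus be 1 signal. The sizes of these 12 values depended on the class term, that of PGRP-SC1a least, and none was past the threshold in the planned fit, with edgeR adjusted p-values of 0.681 to 0.92. With control mtDNA the planned values were 1.36 for tobi, 1.93 for CG15534, 0.37 for Jon66Ci, -5.25 for Hsp23, -4.65 for Hsp68 and -1.75 for PGRP-SC1a. With mutant mtDNA they were 1.87 for CG15199, 1.80 for CR44054, 1.80 for CG15534, -6.24 for Hsp70Bbb, -5.29 for Hsp26 and -4.97 for Hsp68. Total-count scaling put the median of all genes in the planned fit at -1.60 with control and -1.30 with mutant mtDNA, where TMM gave -0.11 and -0.04 and the scaled libraries hold up to 83.8% rRNA.

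Of the 5 genes named before the data were examined, foxo, Thor, InR, esg and Dl, none was past the threshold in the planned fit in any comparison, either over all genes or adjusted over the list alone. In the fit with the class term, 2 were called for mutant against control mtDNA over all genes and 3 adjusted over the list alone. Thor (FBgn0261560) rose by 0.70 (SE 0.15, edgeR adjusted p 0.0336) and Dl (FBgn0000463) changed by -0.99 (SE 0.18, edgeR adjusted p 0.0148). InR (FBgn0283499) changed by -0.35 (SE 0.11, edgeR adjusted p 0.181) and was past the threshold over the list alone. The same fit had 1 call adjusted over the list alone under labelled knockdown, Dl, and 2 for labelled knockdown with mutant mtDNA, foxo and esg, and 0 for the other comparisons. Under labelled knockdown Thor changed by 0.31 (SE 0.15, edgeR adjusted p 0.591) and Dl by -0.68 (SE 0.19, edgeR adjusted p 0.267, and 0.0185 over the list alone). The interaction was not past the threshold for either gene, with edgeR adjusted p-values of 0.644 for Thor and 0.812 for Dl, so a difference between the 2 backgrounds was not shown. The transcript of esg (FBgn0001981) changed by -0.30 (SE 0.16, edgeR adjusted p 0.577) without and by 0.14 (SE 0.16, edgeR adjusted p 0.83) with labelled knockdown, and by 0.55 (SE 0.18, edgeR adjusted p 0.215, and 0.0392 over the list alone) for labelled knockdown with mutant mtDNA.

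Gene lists written before the data were examined were tested with camera from limma at a preset correlation of 0.01, with p-values adjusted over the 14 lists. For mutant against control mtDNA the planned fit put 7 lists past an adjusted p of 0.05. The 13 mitochondrially encoded mRNAs were lower, with a median log2 fold change of -1.07 and 0 of 13 higher (camera adjusted p 0.00203). The 9 progenitor markers had a median of -0.89 with 1 of 9 higher (camera adjusted p 4.76e-05), and the 22 genes of DNA replication and mitosis a median of -0.27 with 1 of 22 higher (camera adjusted p 0.0104). The 16 enterocyte markers had a median of 0.37 with 15 of 16 higher (camera adjusted p 0.00541), the 11 visceral muscle markers 0.46 with 10 of 11 higher (camera adjusted p 0.00203), the 13 glycolysis genes 0.38 with 13 of 13 higher (camera adjusted p 0.0284), and the 85 cytosolic ribosomal protein genes 0.23 with 79 of 85 higher (camera adjusted p 0.0284). These 7 lists had a camera adjusted p under 0.05 in the fit with the class term as well, where 11 lists were past it. Total-count scaling in the planned fit put the median of all genes at -0.33, where TMM gave 0.01. Relative to that median the directions of all 7 lists stayed. Without that correction the cytosolic ribosome and muscle medians were -0.19 and -0.25. With total counts 6 lists were past the threshold, and the replication list was not (camera adjusted p 0.0776). In the planned fit none of the calls held under fry or with the correlation estimated per list. Under fry with the class term, 8 lists were past the threshold, namely progenitor markers (fry adjusted p 0.00137), cytosolic ribosome (0.0277), enterocyte markers (0.0324), glycolysis (0.0449), the mitochondrial ribosome (0.0449), and ATF4 targets, the TCA cycle and mitochondrial chaperones and proteases (0.0232 each). The mitochondrially encoded list (0.0555), the muscle markers (0.265) and the replication list (0.0579) were not. The mt:CoI transcript (FBgn0013674) had 451.8 and 1514 CPM in the control replicates and 232.2 and 634 CPM in the mutant replicates, a log2 fold change of -1.11 with the class term (SE 0.12, edgeR adjusted p 0.00101).

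Under labelled FOXO knockdown 1 list was past the threshold in the planned fit. Cytosolic ribosomal protein genes had a median of -0.38 with 1 of 85 higher (camera adjusted p 2.64e-06), and with the class term this list held under fry (fry adjusted p 0.0365). The median of the mitochondrially encoded mRNAs was -0.55 with 0 of 13 higher, and whether the list was past the threshold depended on the fit: the camera adjusted p was 0.132 in the planned fit, 0.00196 there with total counts and 4.71e-05 with the class term, and the fry adjusted p with the class term 0.3. Nuclear OXPHOS genes were past it with the class term (camera adjusted p 0.00259, median -0.11) and not under fry (0.269). For the interaction, 5 lists were past the threshold in the planned fit. The cytosolic ribosome list had a median interaction value of -0.61 (camera adjusted p 3.51e-07), enterocyte markers -0.45 (camera adjusted p 0.0406), mitochondrial chaperones and proteases -0.41 (camera adjusted p 0.0406), the TCA cycle -0.23 (camera adjusted p 0.0473) and nuclear OXPHOS genes -0.18 (camera adjusted p 0.0406). None held under fry in the planned fit. With the class term camera put 7 lists past the threshold, these 5 with glycolysis, with a median of -0.33 (camera adjusted p 0.0036), and progenitor markers, the only list of the 7 with a positive median, 0.34 with 8 of 9 higher (camera adjusted p 0.0322). With total counts and the class term, progenitor markers (camera adjusted p 0.0511) and the TCA cycle (0.0524) were no longer past it, and the other 5 were. Of the 7 with TMM, progenitor markers (fry adjusted p 0.0113), cytosolic ribosome (0.0113), the TCA cycle (0.0362) and chaperones and proteases (0.0362) held under fry, and enterocyte markers (0.0587), glycolysis (0.103) and nuclear OXPHOS genes (0.103) did not. With an estimated correlation, 0 lists were past the threshold in any of the 3 comparisons in either fit. The FOXO target list, of 10 genes, was not past the threshold in the 2 mtDNA comparisons or the interaction, with medians with the class term of 0.08 without and 0.21 with labelled knockdown. No list was tested for labelled knockdown against none. The enteroendocrine markers, 13 genes, the mitochondrial ribosome list, 73 genes, and the ATF4 target list, 9 genes, had medians with the class term of -0.24, 0.05 and 0.19 without and of 0.09, -0.12 and -0.03 with labelled knockdown.

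**Figure D4:**
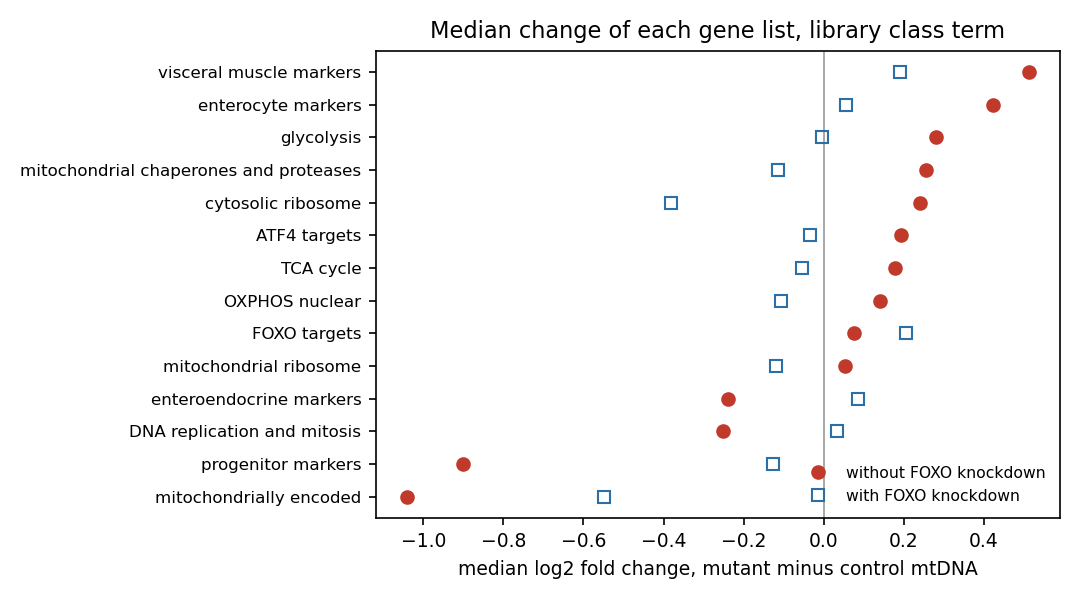
Median log2 fold change of mutant minus control mtDNA (x axis) of the 14 gene lists (y axis) with the library class term, without FOXO knockdown (filled circles) and with it as labelled (open squares). The cytosolic ribosome median was 0.24 without and -0.38 with labelled knockdown, and the mitochondrially encoded median was -1.04 and -0.55. The latter list was not past the threshold for the interaction (camera adjusted p 0.24). Among its mRNAs at 20 CPM or more, mt:CoI had -1.11 and -0.55, and the other 7 had medians of -0.60 and -0.51.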

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

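The tests of this part were chosen before their outcome was known, but after the interaction calls had been seen, and rest on the library class term, which was itself chosen after the data were seen.

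The change with mutant mtDNA differed between the groups with and without labelled FOXO knockdown for 59 genes in the edgeR fit with the class term, and for 0 in the planned fit, where 215 genes had an unadjusted p under 0.05. The named genes among them were CG10178 (2.30), Dtg (1.88), Mmp2 (1.69), CG16986 (1.16), CG6967 (1.14), tobi (-1.72), Fst (-1.53) and 28SrRNA-Psi:CR45860 (-1.48), values being differences of log2 fold changes. Libraries simulated with the fitted spread, the fitted class effect and no group effect gave at most 3 interaction calls in 20 draws, which argues against the spread as the model estimated it. That simulation takes the model's spread as given. A regrouping that exchanged replicate 2 of the control and mutant groups gave 0 calls for mutant against control mtDNA, where the labelled grouping gave 241, and 0 interaction calls. Calls under labelled knockdown fell from 19 to 2, although those libraries were not exchanged. The groups share 1 estimate of the spread, so part of the fall to 0 may come from a larger spread in the regrouped fit. The design allows a single such exchange, so a chance difference between libraries of the same class cannot be told apart from an effect of mtDNA by this test. Exchanging libraries between the groups labelled knockdown left 0 calls between those groups in both exchanges, with 7 and 4 interaction calls and 64 and 73 calls for mutant against control mtDNA. These exchanges keep the labelled difference between the control and mutant groups, which is part of the interaction, so they do not show what no effect would give for it. The 28S pseudogene shares reads with other rRNA copies, and its value may reflect how rRNA was removed, which was not tested. Mmp2, CG16986, CG6967 and tobi each overlap a gene on the other strand, which the counts cannot separate if strand was not used. The close CPM of CG15199 and CR44054, which lie on opposite strands, argue that strand was not used for that pair. Since a fall of foxo RNA was small and depended on the class term, an effect of FOXO on these genes is untested, and a difference in genetic background between flies with and without the knockdown construct stays open as well.

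Of the gene lists, 5 had an interaction in the planned fit. Median interaction values on the log2 scale were -0.61 for the cytosolic ribosome, -0.45 for enterocyte markers, -0.41 for mitochondrial chaperones and proteases, -0.18 for nuclear OXPHOS genes and -0.23 for the TCA cycle. With the class term glycolysis (-0.33) and progenitor markers (0.34) also had one, and these were not past the threshold in the planned fit. Under total-count scaling the median of all genes was 0.25, where TMM gave 0.04, and without correction for it the nuclear OXPHOS median became 0.03. The cytosolic ribosome genes moved in opposite directions with mutant mtDNA in the 2 backgrounds, with medians of 0.24 and -0.38 with the class term. With the class term and total counts the medians were -0.01 and -0.51, where the medians of all genes were -0.25 and -0.10. Under that scaling the directions were thus opposite only relative to all genes. Ribosomal protein genes are short and highly expressed. A trend with exon length and expression is argued against by 84 other protein-coding genes matched on both, whose median interaction value was -0.12 where the 84 ribosomal genes had -0.62; 52 of the matched genes and 82 of the ribosomal genes were lower. A response of ribosomal protein mRNA to mutant mtDNA that depends on the background stays open as a hypothesis. A difference in how much of short mRNAs was recovered with the poly(A)-binding protein is argued against by the same matched genes, as far as it goes with length and expression.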

How the results depend on the processing

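Counts of genes past an adjusted p of 0.05 are given in the order mutant against control mtDNA, the same under labelled FOXO knockdown, the interaction, and labelled knockdown with control and with mutant mtDNA. The planned edgeR fit gave 0 in all 5, with 233, 264, 215, 622 and 643 genes at an unadjusted p under 0.05. All 5 counts stayed at 0 with DESeq2 size factors in edgeR, total counts, library sizes without mitochondrially encoded genes and the 20 highest genes, the stricter filter, the other quasi-likelihood method, the stricter thresholds and removal of rRNA genes.

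The replicate block also gave 0 in all 5. Replicate 1 deviated from its group mean in the same way in the control and mutant groups (r of 0.675 across genes), which hold the low-rRNA libraries, and r lay between -0.037 and -0.001 for the other 5 pairs of groups, so the numbers do not pair the samples. Under the class term and the replicate block together the counts were 222, 30, 53, 60 and 129, and 11 genes were shared by both mtDNA comparisons.

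Some other settings fixed in advance raised counts. Without a filter they were 3 under labelled knockdown (2 higher, 1 lower), 3 for knockdown with control mtDNA (1 and 2) and 16 with mutant mtDNA (7 and 9), with 16680 genes tested. DESeq2 called 18, 5, 0, 24 and 59, with 10, 3, 0, 11 and 30 higher. A fit of only the 4 samples compared called 75 under labelled knockdown (39 higher, 36 lower) and 0 in the other 3 comparisons it allows. Of the fits that each left out a replicate of other groups, mutant against control mtDNA had from 0 to 0 genes, the comparison under labelled knockdown from 0 to 1, knockdown with control mtDNA from 0 to 0 and knockdown with mutant mtDNA from 0 to 4. The value of 1 and that of 4 came without control replicate 1. Leaving out a library of a group compared leaves 1 sample there, so no calls are given.

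The library class term, chosen after seeing the data, changed every count, to 241, 19, 59, 66 and 220, with 167, 13, 15, 46 and 88 higher. The biological coefficient of variation fell from 0.472 to 0.250 with the term, so the class difference had entered the spread of the planned fit. The self-test was simulated from the fit with the class term, so it shows only that such a difference can hide calls. Combined with RLE scaling the counts were 239, 21, 64, 65 and 229. With total counts they were 94 (25 higher, 69 lower), 4 (2 and 2), 0, 33 (14 and 19) and 101 (31 and 70), with a median of all genes of -0.25 for mutant against control mtDNA, where TMM gave 0.01, so the share of higher calls there depends on the scaling. With no filter they were 546, 172, 271, 278 and 446, with rRNA genes removed 260, 29, 87, 80 and 246, and with DESeq2 476, 156, 281, 200 and 420. In the fit with DESeq2, 4931, 4707, 6052, 449 and 5828 genes had no adjusted p, so fewer genes entered the adjustment. With classes simulated, its false calls were 25 of 250 for mutant against control mtDNA. They were 8 of 106 under labelled knockdown and 21 of 138 for the interaction. Whether either explains its higher counts was not tested. The 6 libraries with a high rRNA share alone gave 158 under labelled knockdown. Shared genes of the mtDNA comparisons numbered 8 with the class term and with RLE, 1 with total counts, 44 with no filter, 12 with rRNA genes removed and 34 with DESeq2, counting those of the same sign, of 55, 13 and 52 shared in the last 3 fits. Stricter thresholds left 90, 5, 5, 36 and 81 genes at an adjusted p under 0.01 and 93, 9, 43, 46 and 91 at an absolute log2 fold change of at least 1.

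In the fit with the class term, leaving out a library of the other groups gave 250 to 470 genes for mutant against control mtDNA, 164 to 189 under labelled knockdown, 103 to 272 for knockdown with control and 324 to 397 with mutant mtDNA. The 470 came without replicate 2 and 447 without replicate 1 of control mtDNA labelled knockdown, 189 without mutant replicate 1 and 272 without mutant replicate 1. All 241, 19, 66 and 220 genes kept their sign, and 215 or more, all 19, 65 or more and 216 or more of them were called again. Apart from scaling, the values of the 2 mtDNA comparisons do not draw on the libraries left out, so their signs could hardly change. For these 2 the fits vary mainly the shared spread. For labelled knockdown against none, only leaving out a control or mutant library changes the class estimate. The slope of the mtDNA response could not be computed in the planned fit, which had no genes to compute it over, so no alternative without the class term gave it except DESeq2, with 0.21. The class term gave 0.15, and the alternatives combined with it gave 0.14 to 0.22.

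Gene lists past an adjusted p of 0.05 numbered 7 for mutant against control mtDNA, 1 under labelled knockdown and 5 for the interaction. These became 0, 0 and 0 under fry and with the correlation estimated per list, also with the class term and estimated correlation. They became 11 and 3 with the class term for the mtDNA comparisons, and 11 and 3 with rRNA genes removed as well. Total counts gave 6 for mutant against control mtDNA, 2 under labelled knockdown and 1 for the interaction. The class term and total counts together gave 3 under labelled knockdown. With no filter they were 3 under labelled knockdown and 8 for the interaction. The cause was not tested. Leaving out a library gave 5 to 7 lists for mutant against control mtDNA and 1 to 1 under labelled knockdown. The interaction uses all groups, so no fit left out a library there.

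The foxo value with control mtDNA ranged from -0.31 to 0.21 over the 8 fits that each left out a replicate, the extremes being those without control replicate 1 and 2, and with mutant mtDNA from -0.35 to 0.04. Adjusted p-values over all genes stayed above 0.05 in the alternatives that gave one. The fits that left out a library of the groups compared gave none, and over the list of 5 genes alone the value with the class term and mutant mtDNA was past the threshold.

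Genes whose direction reversed were not past the threshold on either side. Total counts put the median of all genes at -1.60 for knockdown with control mtDNA, where TMM gave -0.11, and there tobi became -0.58, Jon66Ci -1.61, Thor -0.13, InR -0.91 and esg -1.51, all but esg and Jon66Ci higher than that median by over 0.1, and foxo kept its sign. For knockdown with mutant mtDNA, with a median of all genes of -1.30 and of -0.04 with TMM, Thor became -0.41, InR -0.29 and esg -0.74. Under labelled knockdown InR became -0.07 with total counts, with and without the class term, where the median of all genes was -0.10. For mutant against control mtDNA, Act87E became -0.05 and wupA -0.18, both above the median of all genes of -0.33. For knockdown with control mtDNA, InR was -0.13 with the class term, both alone and combined with RLE or DESeq2. In the other fits that combined the class term with a setting, InR was -0.14 with the replicate block and -0.15 with no filter. It was -0.12 there with rRNA genes removed and -0.38 with total counts. Thor there was -0.13 and esg -0.14 with the class term and total counts, above the median of all genes of -0.27, and esg was -0.02 with no filter alone. For knockdown with mutant mtDNA, Thor was -0.26 with the class term, both alone and combined with removal of rRNA genes. Combined with the class term, RLE and DESeq2 gave -0.27, total counts -0.41, no filter -0.28 and the replicate block -0.24. Dl was 0.23 with the class term, both alone and combined with RLE or DESeq2. Of the other settings combined with the class term, total counts gave 0.12 and no filter 0.22. Removal of rRNA genes gave 0.24 and the replicate block 0.27. In these fits with the class term, the class difference of InR, Thor and Dl explains the change. Over all single genes followed and all alternatives, 400 values were newly past the threshold, 119 moved by more than the spread when an arm of 1 sample was left, 36 reversed and 1811 were the same. Of the 36, 11 were under total counts and 6 under total counts with the class term, where the median of all genes moved as well. Depth limits genes with few counts, which the 4103725 counts outside rRNA of the smallest library leave near the floor of 3 counts.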

Other observations

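The tests of this part were chosen after the result was seen, except that of overlapping genes for Syt4.

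The 2 low-rRNA libraries, control replicate 1 and mutant replicate 1, differed from the rest in more than rRNA. If rRNA reads merely diluted the other transcripts, libraries of different classes would correlate without rRNA genes as well as high-rRNA libraries do. Control replicates 1 and 2 had r of 0.891, below all 15 pairs of high-rRNA libraries (0.901 to 0.968), and mutant replicates 1 and 2 had 0.908, within that range. The low end of the range comes from the sparse library described next: without it, the 10 pairs between the classes had r of 0.872 to 0.914 and the 10 pairs of high-rRNA libraries 0.947 to 0.968, which argues against dilution as the whole cause. Small nuclear and nucleolar RNA genes, 194 of 289 of which were tested, were higher in the low-rRNA libraries by a median of 2.13 on the log2 scale, where 95% of 10000 random lists matched on expression lay between -0.05 and 0.34. A library preparation that kept other RNA classes may be part of the difference. A list of 17 chorion, vitelline membrane and germline genes, written after other such genes had been seen among the class differences, was higher by a median of 3.25, with 17 of 17 higher, where random lists lay between -0.51 and 0.89. The most abundant of the list reached 12.6 CPM (dec-1) in control replicate 1 and 25.98 CPM (Vml) in mutant replicate 1, and 2.25 to 5.53 CPM (otu) in the other 6 libraries. RNA from ovary is a candidate source of part of the difference. Heat shock genes (2.63, 13 of 14 higher), enterocyte markers (1.10) and progenitor markers (1.30) were also higher in the low-rRNA libraries, and muscle markers (0.44) and enteroendocrine markers (-0.37) were within the range of random lists, so the ovary alone does not describe the split. No label records a batch, and no biological explanation was tested beyond these lists.

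The library labelled control mtDNA with FOXO knockdown, replicate 1, held counts for 10964 genes, where the other 7 libraries held counts for 13042 to 14457. Lower depth is argued against: after all high-rRNA libraries were thinned to 4103725 counts outside rRNA, it had 10926 genes and the other 5 had 13012 to 14024. Amplification of few molecules may produce such a pattern. The test written for it was the variance to mean ratio of genes expected at 5 to 10 counts. That ratio was 15.5 in this library and 4.55 to 7.34 in 4 others, but 18.1 in mutant replicate 2, so it does not separate this library. The threshold first set would have counted this against the explanation, and the verdict was changed to an open one after the value was seen. Other shares of the same genes, read after the ratio, set the library apart: 47.2% of the genes were at 0, where the others had 4.81% to 22.02%, 10.4% were at 1 to 4, where the others had 24.1% to 39.2%, and 11.85% were over 20, where the others had 1.58% to 8.01%. A filter on low counts by the authors is argued against, as it would leave no gene at 1 count, and 244 genes had exactly 1. Low molecule number stays open.

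Mitochondrially encoded mRNAs fell together with mutant mtDNA. A loss of mt:CoI alone is argued against by the other 7 such mRNAs at 20 CPM or more, whose median log2 change with the class term was -0.60, with 7 of 7 lower, against -1.11 (SE 0.12) for mt:CoI. Under labelled FOXO knockdown the values were -0.51, again with 7 of 7 lower, and -0.55. All lie in the same counts and the genes are transcribed together, so the 7 are not independent. Fewer mitochondrial transcripts per cell, and a different recovery of mitochondrial RNA on the beads, both stay open.

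Progenitor markers fell and enterocyte markers rose with mutant mtDNA. A smaller share of progenitor RNA would raise the markers of all other cell types alike, but enteroendocrine markers had a median of -0.24 and enterocyte markers 0.42 with the class term, a difference of -0.66 (permutation p 0.0036 over 10000 permutations of genes between the lists, two-sided). Genes of a list are not independent. Visceral muscle markers rose like the enterocyte markers, with a median of 0.51 with the class term. With the class term and total counts their median was 0.27, where the median of all genes was -0.25. With total counts in the planned fit it was -0.25, where the median of all genes was -0.33. A smaller share of progenitor RNA is thus argued against only as the whole cause. Changes within enterocytes and muscle, or in their shares, and a fall of progenitor and enteroendocrine shares together, stay open.

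Heat shock transcripts were lower in the libraries labelled FOXO knockdown. The class accounts for part of this, as the list was higher in the low-rRNA libraries by a median of 2.63, with 13 of 14 higher, where random lists lay between -0.57 and 0.51. The library class as the whole cause is argued against: with the class term 9 of 14 heat shock genes were lower past the threshold with mutant mtDNA, with a median of -2.18, and 3 of 14 with control mtDNA, with a median of -0.96. In 11 of 14 genes both high-rRNA libraries without knockdown were above all 4 labelled knockdown, where a random order of the 6 libraries gives 6.67% of independent genes and 8.9% of all tested genes had it, and these genes are not independent. Heat or handling stress of the flies without knockdown may have produced this, and cannot be told apart from an effect of the knockdown or of genetic background, since the libraries without knockdown are the only ones that differ. Hsp70 copies share reads.

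Syt4 was at 6.95 CPM or more in all 4 libraries labelled knockdown and at 0.538 CPM or less in the other 4. The annotation holds 0 genes with exons overlapping it by 50 bases or more, which argues against reads shared with an overlapping gene. A variant or insertion carried by the strain, or the construct itself, could raise it, and this was not tested beyond the 0 overlapping genes. CG11893, at 0.637 CPM or less with mutant and 14.4 CPM or more with control mtDNA, differed in a similar manner between the mtDNA groups labelled knockdown, and for it no explanation was tested.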
